A study of Mus musculus with 8 samples.

How the data were processed

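RNA from a mouse inner medullary collecting duct cell line (IMCD) was sequenced as 8 bulk libraries. Per the labels' protocols, cells were grown to near confluence and kept for 12 h in serum-free DMEM with or without 100 mmol NaCl, and RNA was extracted with Trizol. The labels give the NaCl amount without a volume, and it is quoted here as they write it. The labels put 4 libraries in the control group and 4 in the NaCl group and number them 1 to 8, so the replicates are called control replicates 1 to 4 and NaCl replicates 5 to 8.

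A table of raw counts per Ensembl gene, deposited by the authors, was the input to the tests. It held 15288 genes with whole-number values, and the lowest total of a gene over the 8 libraries was 19. The table therefore held no gene without counts, and no label records the filter behind this. A table of normalized values, deposited by the authors for the same genes, held a signal equal to the raw count divided by a single factor per library, between 0.864 and 1.145. The aligner, the counting program, the strandedness and the genome build were not stated in the labels or file headers, so no coordinates are given. Gene symbols were taken from the tables. Of the genes, 38 had no symbol and 12 shared a symbol with another gene, and these were labelled by identifier. The symbols of 91 genes differed between the raw and the normalized table, and those of the raw table were used.

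Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group at a minimum count of 10, which left 14024 genes and removed 1264 genes holding 0.0191% of counts. TMM factors, a robust quasi-likelihood fit with the group as the single term and the quasi-likelihood F test gave log2 fold changes (NaCl over control), standard errors and Benjamini-Hochberg adjusted p-values. A gene was called at an adjusted p-value under 0.05. CPM values used TMM-scaled totals, and log2 CPM used a prior count of 2. Each fold change against a group with at most 3 counts in every library was computed against 3 counts per library and is given as a lower bound. Such floors cover counting error only, because PCR copies are not independent molecules.

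The 16 gene sets, the comparison, the tests and the alternatives listed here, with the exceptions named, were fixed before the data were examined. The sets were tested with camera in limma 3.58.1, two-sided, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the sets. Camera with an estimated correlation and the fry rotation test were alternatives. Library composition was compared by exact two-sided permutation tests of the difference of means, with Benjamini-Hochberg adjustment over 4 measures. With 4 libraries per group the smallest p-value such a test can give is 0.0286. Similarity was measured as Pearson's r of log2 CPM across genes and by principal components.

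The rule for naming genes was also set before the data were examined. It took the osmolyte genes Akr1b3, Slc5a3, Slc6a12, Slc6a6 and Slc38a2 together with Nfat5. It added the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes with a mean log2 CPM of at least 3 and no overlap between the groups. It also took the member with the highest absolute log2 fold change in each gene set past the threshold. Akr1b3 and other genes met more than a single part of this rule.

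The alternatives were size factors of the median-of-ratios kind, library totals alone, upper-quartile factors, no expression filter, at least 10 counts in every library, thinning to the smallest library, totals without mitochondrially encoded genes and the 10 most abundant genes, DESeq2 1.42.0, limma-voom, limma on log2 of the authors' normalized values plus 1, a test against a fold change of 1.5, an adjusted p-value threshold of 0.01, and leaving out each library. Further alternatives were a prior count of 0.5, the 1000 most abundant genes, the 50 most abundant genes and detection at 10 counts. Fits with the library number as a covariate were added after the data had been examined. In the first the number was centred within its group, which leaves the group difference in place, and in the second it ran from 1 to 8 as a linear drift across both groups.

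Sequence shared between genes was measured with blastn 2.17.0 on the transcripts of the GENCODE M21 annotation of GRCm38, counting alignments of at least 75 bases at 98% identity. Of the 15288 identifiers, 15274 were in that annotation. The annotation supplied lengths, GC content, neighbours and sharing only. Lengths, GC content and the shared part of a transcript refer to the longest annotated transcript of a gene.

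The gene test was checked on simulated counts drawn for the real genes and library sizes. Of 14008 genes tested, 197 had been changed, 85.8% of these were recovered, every recovered gene had the right sign, and 7.14% of the 182 calls were false. The simulated changes were at least 1.5-fold, and no trend along the library number was simulated. Among the genes called in the real data 79.5% changed by less than 1.5-fold, so these rates do not cover most calls. Totals per library were between 35.29 and 47.57 M counts, and over all genes together the spread between replicates exceeded counting error. For the 12 pairs of replicates, chi-square per degree of freedom over genes was between 5.21 and 22.9, and no pair was as close as sampling noise alone would make it.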

Results

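The transcriptional response of mouse inner medullary collecting duct cells to hypertonic medium was measured by bulk RNA sequencing. These cells line the last part of the renal tubule, where the surrounding fluid can become strongly hypertonic. Cells were kept for 12 h in serum-free medium without added NaCl (control, n = 4 libraries) or with 100 mmol NaCl (n = 4 libraries). The values were raw counts for 15288 genes, of which 14024 passed the expression filter and were tested.

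Sequencing depth was compared first. The control replicates 1 to 4 had 47565623, 42125278, 41768063 and 42731803 counts, and the NaCl replicates 5 to 8 had 35286796, 41844528, 41366039 and 42394487 counts. Total counts were 43.5 ± 2.71 M in the control group and 40.2 ± 3.32 M in the NaCl group (SD, n = 4 each; exact two-sided permutation test p = 0.143, adjusted over 4 measures 0.286). Mitochondrially encoded genes took 1.398 ± 0.0643% of counts in control and 1.496 ± 0.112% in NaCl libraries (SD, n = 4 each; exact permutation p = 0.143, adjusted 0.286). The raw counts held 9 of these genes, without mt-Atp6 and mt-Nd4l, so the share covers a part of the mitochondrial transcripts. Of the 9, mt-Co2 and mt-Co3 had at most 47 and 317 counts in any library. The 10 most abundant genes took 4.997 ± 0.241% and 4.968 ± 0.295% (SD, n = 4 each; exact permutation p = 0.857, adjusted 1). The number of genes with at least 1 count was 15171.5 ± 25.1 and 15170.8 ± 29.5 (SD, n = 4 each; exact permutation p = 1). None of these 4 measures differed by more than the replicate spread allowed. That spread includes changes along the library number, which the tests did not remove. The share of the 10 most abundant genes rose from 4.72 to 5.25% over the controls and from 4.66 to 5.35% over the NaCl libraries. The mitochondrially encoded share was 1.43, 1.46, 1.38 and 1.32% in control replicates 1 to 4. In NaCl replicates 5 to 8 it was 1.65, 1.48, 1.47 and 1.39%, higher at each place. With detection set at 10 counts the difference in detected genes was 53.5 in place of -0.75 (exact permutation p = 0.457).

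Libraries of a group resembled each other more than libraries of different groups. Pearson's r of log2 CPM across genes was 0.992 on average for the 12 pairs within groups, with a range from 0.990 to 0.993. For the 16 pairs between groups the mean was 0.983 and the range was from 0.980 to 0.985. The ranges did not overlap. Over the 1000 most abundant genes the means were 0.991 within and 0.938 between groups. The biological coefficient of variation was 6.39%. The leading principal component held 49.3% of the variance and separated the groups, with values from -26.0 to -24.1 in control and from 21.97 to 29.6 in NaCl libraries. The next component held 12.1% of the variance and fell with the library number inside both groups. Its values were 13.5, 9.54, -8.38 and -11.0 in control replicates 1 to 4 and 19.6, 2.26, -7.91 and -17.6 in NaCl replicates 5 to 8.

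**Figure D1:**
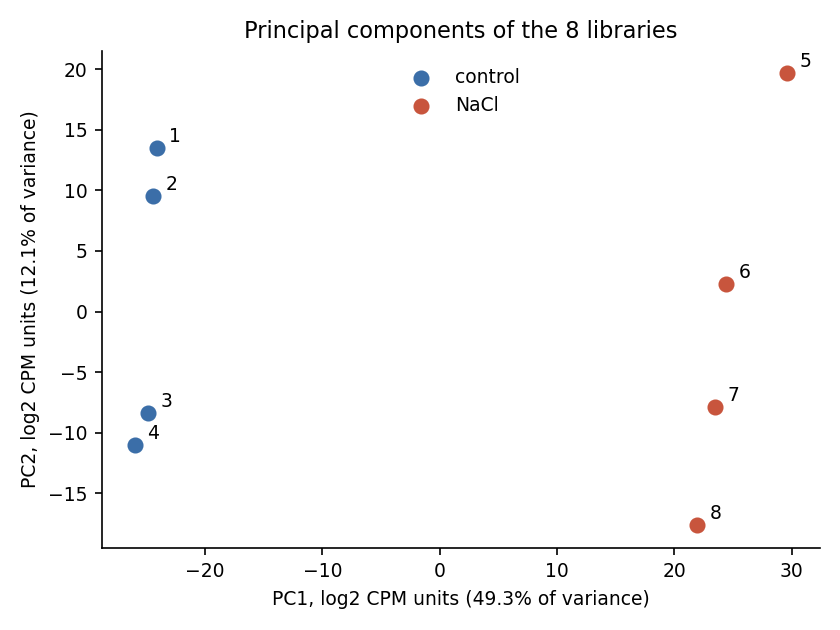
Each point is a library, labelled with its replicate number and placed by its scores on the first (x axis) and second (y axis) principal components of log2 CPM. The control libraries lie between -26.0 and -24.1 on the x axis and the NaCl libraries between 21.97 and 29.6, and within each group the y value falls as the number rises.

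Transcript levels were then compared between the groups gene by gene. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 4789 of 14024 genes (34.1%) had an adjusted p-value under 0.05, of which 2371 were higher and 2418 lower with NaCl. The median absolute log2 fold change of these genes was 0.28, and 79.5% of them changed by less than 1.5-fold. A change of at least 2-fold was found for 449 genes, 286 higher and 163 lower. The median log2 fold change over all tested genes was 0.00287. In 4686 genes (33.4%) the 4 libraries of a group all lay above the 4 of the other, where chance gives 2.86%. This held for 4129 of the 4789 called genes and for 410 of the 449 genes with at least 2-fold change. A threshold of 0.01 moved the number of called genes most, to 3145. With the library number centred within each group as a covariate, a term that cannot remove a drift across the groups, the number was 6030. With the library number from 1 to 8 as a linear drift across both groups, it was 3382, and 2191 genes (45.8% of the 4789) were called in the same direction in both fits. Under that drift 518 genes changed by at least 2-fold, 255 higher and 263 lower.

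**Figure D2:**
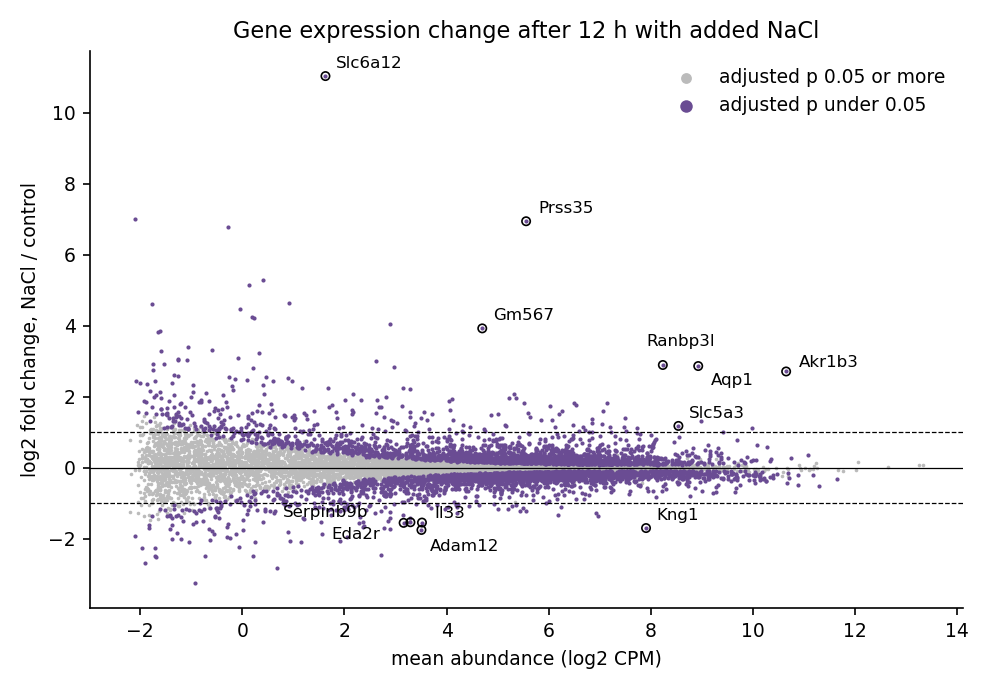
Log2 fold change of NaCl over control (y axis) against mean abundance in log2 CPM (x axis) for the 14024 tested genes, with the 4789 genes at an adjusted p-value under 0.05 in purple and dashed lines at 2-fold change. Circles mark named genes, and the fitted value of Slc6a12, which had 0 counts in every control library, is not a measured fold.

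A list of 15 genes with a known response to hypertonicity in renal medullary cells was examined as a group. All 15 genes were higher with NaCl, and all 15 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, both over all genes tested and adjusted over the list alone. Of these, 9 changed by at least 2-fold. The median log2 fold change of the list was 1.13, also with Slc6a12 set at its lower bound, which is a fold of 2.18. The groups did not overlap for 14 of the genes. The exception was Hspa1a, with a log2 fold change of 0.59 and an adjusted p-value of 0.00146. Hspa1a shares 75.7% of its transcript with Hspa1b at 98% identity, so counts of the pair can be exchanged. S100a4 (log2 fold change 1.75) overlaps the annotated gene Gm42674 over 51.7% of its transcript. With at least 10 counts required in every library, 14 genes of the list remained in the test and all 14 were called, because Slc6a12 had no counts in the controls. All 15 were also called with a linear drift over libraries 1 to 8 in the fit.

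Genes for the synthesis and uptake of organic osmolytes were named before the data were examined. Akr1b3 (ENSMUSG00000001642), which encodes the sorbitol-forming aldose reductase, rose from 427 ± 5.52 to 2791 ± 247 CPM (SD, n = 4 each), a log2 fold change of 2.71 (SE 0.054) with an edgeR adjusted p-value of 2.26e-13, and shares 9.83% of its transcript with other annotated genes. Slc5a3 (ENSMUSG00000089774), which encodes a myo-inositol transporter, rose from 229 ± 8.78 to 517 ± 33.2 CPM, a log2 fold change of 1.18 (SE 0.044) with an adjusted p-value of 7.79e-12. Slc6a12 (ENSMUSG00000030109), which encodes a betaine transporter, had 0 counts in each control library and 249, 288, 254 and 215 counts in the NaCl libraries. It was therefore at least 90.2-fold higher, at 6.26 ± 0.833 CPM, with an adjusted p-value of 2.81e-10. The taurine transporter gene Slc6a6 (ENSMUSG00000030096) rose from 201 ± 6.68 to 333 ± 14.4 CPM, a log2 fold change of 0.73 (SE 0.038; adjusted p = 3.04e-10). The amino acid transporter gene Slc38a2 (ENSMUSG00000022462) rose from 520 ± 4.86 to 756 ± 31.5 CPM, a log2 fold change of 0.54 (SE 0.034; adjusted p = 3.84e-09). Nfat5 (ENSMUSG00000003847), which encodes the transcription factor known to regulate such genes, rose from 266 ± 13.2 to 323 ± 12.0 CPM, a log2 fold change of 0.28 (SE 0.040; adjusted p = 3.96e-05). All control libraries lay below all NaCl libraries for each of these 6 genes.

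**Figure D3:**
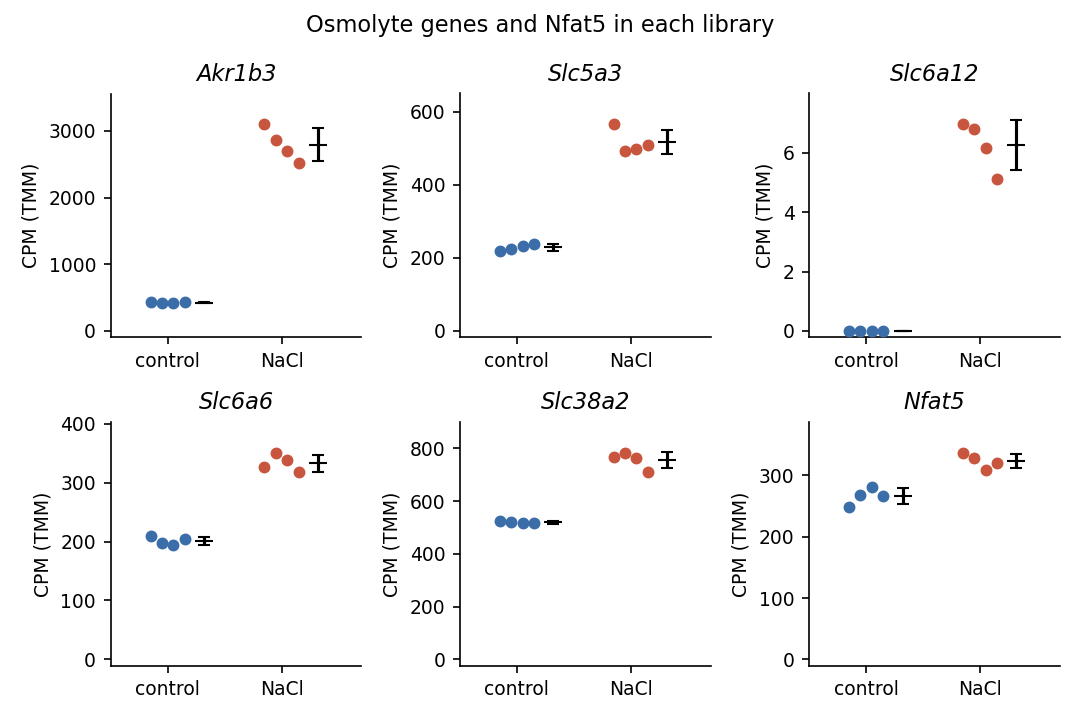
CPM (y axis, TMM-scaled) of the osmolyte genes and Nfat5 in each control (blue) and NaCl (red) library, in order of replicate number, with the mean and SD of the 4 libraries in black. Akr1b3 rises from a mean of 427 to 2791 CPM, Slc6a12 has no counts in the controls, and Nfat5 rises from 266 to 323 CPM.

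Of the genes with the highest fold changes at a mean log2 CPM of at least 3, Prss35 (ENSMUSG00000033491) rose from 0.756 ± 0.216 to 93.9 ± 13.1 CPM (SD, n = 4 each), a log2 fold change of 6.94 (SE 0.17; edgeR adjusted p = 1.11e-09). Its control counts were 45, 24, 39 and 24. Gm567 (ENSMUSG00000104610) rose from 3.23 ± 0.0577 to 49.0 ± 6.72 CPM, a log2 fold change of 3.92 (SE 0.10; adjusted p = 2.40e-13). Ranbp3l (ENSMUSG00000048424) rose from 71.7 ± 4.32 to 532 ± 24.6 CPM, a log2 fold change of 2.89 (SE 0.047; adjusted p = 1.17e-16). Aqp1 (ENSMUSG00000004655), which encodes a water channel, rose from 118 ± 5.26 to 858 ± 15.9 CPM, a log2 fold change of 2.86 (SE 0.038; adjusted p = 3.61e-18). Akr1b3 was the remaining gene of these 5.

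The genes with the lowest fold changes under the same conditions were less strongly changed. Adam12 (ENSMUSG00000054555) fell from 17.4 ± 0.770 to 5.14 ± 0.331 CPM (SD, n = 4 each), a log2 fold change of -1.76 (SE 0.084; edgeR adjusted p = 1.46e-10). Kng1 (ENSMUSG00000022875), the most abundant of the 5, fell from 367 ± 27.1 to 113 ± 13.8 CPM, a log2 fold change of -1.70 (SE 0.089; adjusted p = 1.02e-06), and shares 6.47% of its transcript with Kng2. Serpinb9b (ENSMUSG00000021403) fell from 13.2 ± 1.68 to 4.47 ± 0.755 CPM, with a log2 fold change of -1.56 (SE 0.12), and shares 8.24% of its transcript with Gm36099. Il33 (ENSMUSG00000024810) fell from 16.9 ± 1.46 to 5.76 ± 1.51 CPM, with a log2 fold change of -1.55 (SE 0.14), and NaCl replicate 8 had 8.004 CPM where the other NaCl libraries had at most 5.26 CPM. Eda2r (ENSMUSG00000034457) fell from 14.4 ± 2.86 to 4.97 ± 0.585 CPM, with a log2 fold change of -1.54 (SE 0.14). The adjusted p-values of these 3 genes were 6.22e-08, 1.93e-06 and 1.01e-06. Each of the 22 genes named by the rule was refitted under 19 or 20 alternative settings, which gave 438 pairs of gene and setting. The direction was kept in all of these pairs, and the call was kept in 435. The exceptions, all under a linear drift over libraries 1 to 8, were Ddit3, Slc7a11 and Cenpa.

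Of 16 preset gene sets, 9 had an adjusted p-value under 0.05 in camera with the preset correlation of 0.01, 2 of them higher and 7 lower. With the correlation estimated from the data, the tonicity set alone passed (adjusted p = 0.0117). Fry passed 8 sets, of which 7 were past camera in the same direction. The 35 splits of the 8 libraries into 4 and 4 included 7 with at least 9 sets past camera, the labelled split among them, so the number of sets was not larger than other splits gave. The split of replicates 1, 2, 5 and 6 against 3, 4, 7 and 8, which follows the library number, also gave 9 sets. With the library number centred within groups as a covariate the group comparison gave 9 sets. With a linear drift over libraries 1 to 8 in the fit it gave 10 sets, not the same ones.

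The tonicity set was higher with camera (adjusted p = 7.79e-17) and fry (6.24e-09). Values marked estimated correlation are adjusted p-values from camera run with an estimated correlation, not the correlation itself. Cytosolic ribosomal protein genes were lower, with a median log2 fold change of -0.22, 75 of 76 genes lower and 64 called lower (camera adjusted p = 3.50e-18; fry 0.00179; estimated correlation 0.424). Interferon response genes were lower, with a median of -0.32, 19 of 20 genes lower and 18 called lower (camera 6.26e-08; fry 0.00201; estimated correlation 0.424). Within groups this set also fell along the library number, with 19 of 20 genes falling (camera adjusted p = 9.43e-05), but was not past fry (0.0757). With a linear drift over libraries 1 to 8 in the fit, its camera value between the groups was 0.0352. The p53 target genes had a median of -0.15 with 18 of 21 lower (camera 0.00172; fry 5.61e-05; estimated correlation 0.0671). The unfolded protein response genes had a median of -0.11 with 13 of 16 lower (camera 0.0104; fry 5.20e-04; estimated correlation 0.424). Immediate early genes had a median of -0.24 with 14 of 19 lower (camera 0.0112; fry 0.024; estimated correlation 0.469). The sodium pump and volume transporter genes had a median of 0.07 with 11 of 13 higher (camera 0.0279; fry 0.001; estimated correlation 0.424). That call was lost without control replicate 1 (0.052), control replicate 2 (0.0561) or NaCl replicate 8 (0.0586), with at least 10 counts in every library (0.105), and with a linear drift in the fit (0.804).

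Mitosis genes had a median of -0.09 with 27 of 30 lower (camera 0.0197), were not past fry (0.313), and lost the camera call without control replicate 1 (0.18) or NaCl replicate 8 (0.113). With a linear drift over libraries 1 to 8 in the fit, mitosis genes were higher with NaCl (camera 1.03e-04). That fit extends the fall of mitosis genes within groups (30 of 30) across both groups, so the reversal rests on the assumed drift. ATF4 amino acid response genes had a median of -0.12 with 14 of 18 lower (camera 0.0357), were not past fry (0.16), and lost the camera call without control replicate 1 (0.0857), control replicate 2 (0.0561), NaCl replicate 5 (0.0582) or NaCl replicate 8 (0.0711). Within groups 14 of 18 of these genes fell along the library number (camera 0.00243), and with the drift in the fit the direction between the groups reversed (0.697). The NF-kB targets were not past camera (0.0545; median -0.26; 12 of 17 lower) but were past fry (0.0137). Camera adjusted p-values were 0.255 for mitochondrially encoded genes, 0.717 for the nuclear respiratory chain, 0.818 for heat shock chaperones and for DNA replication, and 0.894 for cholesterol synthesis and for collecting duct genes. Of the 16 heat shock chaperones, 6 were called higher and 7 lower, so the directional test does not show them unchanged. That set shares Hspa1a and Hspa1b with the tonicity set. Of the 28 DNA replication genes, 0 were called higher and 1 lower. With a linear drift over libraries 1 to 8 in the fit, NF-kB targets (0.00888) and mitochondrially encoded genes (0.00467) passed, and DNA replication genes reversed and passed (2.53e-08). These results rest on the same extension of slopes within groups. The 9 sets past camera kept their direction under each of the alternative scalings of the libraries.

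**Figure D4:**
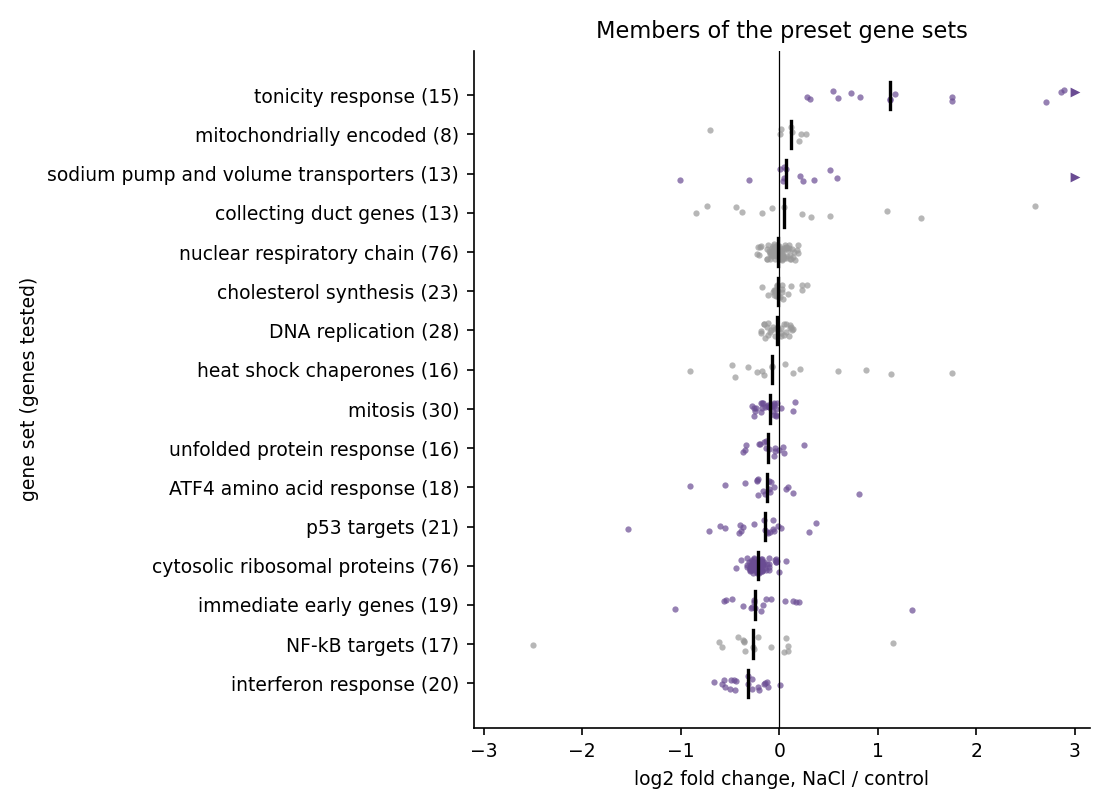
Log2 fold change of NaCl over control (x axis) of each tested member of the 16 preset sets (y axis, with the number of genes tested), with the set median as a black bar and sets past camera in purple. The 2 arrows at the right edge mark Slc6a12 and Fxyd2, whose controls had at most 3 counts, and the tonicity set lies farthest to the right with a median of 1.13.

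Within each set past camera, the member with the highest absolute log2 fold change was examined. Slc6a12 held this place in the tonicity set and Eda2r among the p53 targets. Fxyd2 (ENSMUSG00000059412), of the sodium pump set, had 0, 0, 2 and 0 counts in control and 52, 67, 57 and 80 counts in NaCl libraries, and was at least 22.8-fold higher (edgeR adjusted p = 1.11e-07). Dusp1 (ENSMUSG00000024190) rose from 37.9 ± 2.29 to 96.5 ± 3.10 CPM (SD, n = 4 each), a log2 fold change of 1.35 (adjusted p = 2.28e-12), against the direction of the immediate early set. Slc7a11 (ENSMUSG00000027737) fell from 8.26 ± 1.33 to 4.41 ± 0.696 CPM, a log2 fold change of -0.90 (adjusted p = 7.99e-05). Irf7 (ENSMUSG00000025498) fell from 365 ± 23.5 to 231 ± 19.3 CPM, a log2 fold change of -0.66 (adjusted p = 4.43e-06). Rps2 (ENSMUSG00000044533) fell from 1874 ± 46.9 to 1381 ± 44.5 CPM, a log2 fold change of -0.44 (adjusted p = 3.36e-08), and shares 84.6% of its transcript with other genes, mostly its pseudogenes, so its counts are uncertain. Ddit3 (ENSMUSG00000025408) fell from 17.2 ± 1.84 to 13.3 ± 0.872 CPM, a log2 fold change of -0.37 (adjusted p = 0.00277), and shares 10.8% of its transcript. Cenpa (ENSMUSG00000029177) fell from 73.7 ± 5.27 to 60.9 ± 2.48 CPM, a log2 fold change of -0.28 (adjusted p = 4.92e-04). With a linear drift over libraries 1 to 8 in the fit, the edgeR adjusted p-values were 0.262 for Slc7a11, 0.118 for Ddit3 and 0.531 for Cenpa.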

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

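A library that stood apart from the other 3 of its group was looked for in 98 groups of values, and 7 were found, where about 4.9 arise by chance. No biological explanation was tested for these, because the design gives none for a single library.

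Total counts stood apart in 2 libraries. Control replicate 1 had 47.57 M counts where the other controls had 41.77 to 42.73 M, and NaCl replicate 5 had 35.29 M where the others had 41.37 to 42.39 M. Without control replicate 1 the group difference was -1.99 M, and without NaCl replicate 5 it was -1.68 M, against -3.32 M with all libraries. Thinning every library to the smallest total left 4708 called genes, against 4789 at full depth, so the difference in depth does not account for the number of calls.

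Il33 had 8.004 CPM in NaCl replicate 8, where the other NaCl libraries had 4.799 to 5.259 CPM. Its log2 fold change was -1.75 without that library and -1.55 with it. Ddit3 had 14.59 CPM in NaCl replicate 7 against 12.79 to 12.92 CPM, and its log2 fold change was -0.42 without that library and -0.37 with it. S100a4 had 150.1 CPM in NaCl replicate 7 against 140.9 to 141.2 CPM, where the control mean was 42.5 CPM. The Il33 deviation is small against the group difference, and the other 2 reflect how close the remaining libraries lay. Both Ddit3 and S100a4 share sequence with other annotated genes (10.8% and 60.6% of the transcript).

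Fxyd2 had 0.04833 CPM in control replicate 3, which is 2 counts, and 0 counts in the other controls. This lies under the floor of 3 counts and says nothing about a difference between controls.

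The mean of the mitochondrially encoded genes, as centred log2 CPM, was 0.5141 in NaCl replicate 6 and -0.3938 to -0.2386 in the other NaCl libraries. In that library mt-Co3 had 317 counts, against 0, 2 and 1 in the others of the group. A candidate explanation is the sharing of reads between mt-Co3 and a nuclear copy. It covers 99.9% of the mt-Co3 transcript, where no mitochondrially encoded gene with steady counts exceeds 63.6%.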

How the results depend on the processing

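The results were recomputed under 28 alternative settings, of which the fits with the library number as a covariate, centred within groups or as a linear drift over libraries 1 to 8, were chosen after the data had been seen. No paired analysis was run, because the labels number the libraries 1 to 8 and the groups share no number.

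The count of called genes was 4789 and lay between 4687 and 5104 under the alternative scalings, filters, depth and tests, between 4071 and 4634 in the 8 fits that each left out a library, and at 6030 with the library number centred within groups. That term cannot remove a group difference. A linear drift over libraries 1 to 8, which can, left 3382 called genes, of which 2191 were among the 4789. At an adjusted p-value of 0.01 it was 3145, with 1545 higher and 1600 lower, because the threshold is stricter. The count with at least 2-fold change was 449 and lay between 423 and 467 with a library left out. It was 536 in DESeq2 and 518 with the linear drift (255 higher and 263 lower). It fell to 277, with 173 higher and 104 lower, when at least 10 counts were required in every library, which leaves 13057 genes to test. A test against a fold change of 1.5, which applies no 2-fold threshold, called 328 genes. The tonicity list had 15 called genes in the alternatives in which it was counted, except under that filter, which tests 14. It was not counted at the threshold of 0.01 or in the test against a fold change of 1.5. The 22 named genes kept their direction in all 438 pairs of gene and setting. They lost the call in 3, for Ddit3 (0.118), Slc7a11 (0.262) and Cenpa (0.531) with the linear drift. Of the genes that kept the call, Eda2r went from -1.54 to -0.85 log2 units with that drift, and Kng1 from -1.70 to -2.01. The drift shares much of its variation with the group. In simulated counts without a drift, its fit recovered 69.5% of 197 genes changed by at least 1.5-fold. The fit without the drift term recovered 85.8%. The median log2 fold change of all genes was at most 0.0142 under any scaling.

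The labelled split of the libraries was compared with all 35 splits into 4 and 4. It was the 1 split of 35 that gave as many called genes (4789; at most 1 in the others), the 1 split of 35 with as many genes of at least 2-fold change (449; at most 1), and the 1 split of 35 with 15 called tonicity genes (0 in the others). For gene sets past camera, 7 of the 35 splits gave 9 or more, up to 10, with a median of 6 in the others. Replicates 1, 2, 5 and 6 against the rest, a split along the library number, was among them, the fit with that number centred within groups gave 9 sets, and the linear drift gave 10. Taken set by set, the difference in the set mean was the largest of the 35 splits for 9 sets, of which 8 were past camera (exact p = 0.0286, the smallest these splits allow; adjusted over 16 sets 0.0508). For mitosis, 9 of 35 splits gave as large a difference.

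Gene sets depended most on the assumed correlation. With an estimated correlation 1 set passed. Adjusted p-values were then 0.424 for the unfolded protein response, sodium pump, interferon and ribosomal sets, 0.469 for immediate early genes, 0.596 for ATF4, 0.833 for mitosis and 0.0671 for p53 targets. In fry ATF4 (0.16) and mitosis (0.313) did not pass, NF-kB targets passed (0.0137), and heat shock chaperones reversed (0.388). NF-kB targets also passed with library totals alone (0.0382) and with totals without abundant genes (0.0395), the sodium pump set did not pass with at least 10 counts in every library (0.105), where Fxyd2 is not tested, and collecting duct genes reversed after thinning (0.926). With the linear drift, mitosis (1.03e-04), DNA replication (2.53e-08), ATF4 (0.697) and heat shock chaperones (0.20) reversed, the sodium pump set did not pass (0.804), and NF-kB targets (0.00888) and mitochondrially encoded genes (0.00467) passed. The changes with the linear drift follow from the fit, which extends the slope within groups across both groups. It raises the group difference of sets that fell along the number, such as mitosis (30 of 30 genes) and DNA replication (28 of 28). It lowers that of sets that rose, such as the sodium pump set (10 of 13). The cause of the other changes was not tested.

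Over the 8 fits that left out a library, adjusted p-values ranged from 0.0145 to 0.0857 for ATF4, from 0.00105 to 0.18 for mitosis, from 0.0127 to 0.0586 for the sodium pump set and from 0.0289 to 0.0868 for NF-kB targets. Sets that passed in none of these 8 fits but changed direction ranged from 0.162 to 0.986 (DNA replication), 0.668 to 0.995 (collecting duct), 0.626 to 0.995 (cholesterol synthesis) and 0.331 to 0.986 (nuclear respiratory chain). Between 6 and 9 sets passed. Over all 19 alternatives the adjusted p-value ranged from 1.10e-17 to 0.0117 for the tonicity set, 1.16e-24 to 0.424 for ribosomal proteins, 3.34e-09 to 0.424 for interferon, 5.61e-05 to 0.0671 for p53 targets, 5.20e-04 to 0.424 for the unfolded protein response, 1.03e-04 to 0.469 for immediate early genes, 0.001 to 0.804 for the sodium pump set, 0.0108 to 0.697 for ATF4, 1.03e-04 to 0.833 for mitosis, 0.00888 to 0.424 for NF-kB targets, 0.20 to 0.944 for heat shock chaperones, 0.413 to 0.995 for collecting duct genes, 2.53e-08 to 0.986 for DNA replication and 0.00467 to 0.772 for mitochondrially encoded genes.

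The difference in detected genes was 53.5 at 10 counts in place of -0.75 at 1 count, and lay between -11.9 and 13.8 with a library left out. The difference in the share of the 10 most abundant genes lay between -0.156 and 0.0727 percentage points. The direction of neither is therefore settled. The difference in the mitochondrially encoded share lay between 0.0466, without NaCl replicate 5, and 0.135 percentage points. Mean correlations were 0.99006 within and 0.97974 between groups at a prior count of 0.5, and 0.99069 and 0.93829 over the 1000 most abundant genes. Depth limited the fold of genes with at most 3 counts in every control library, such as Slc6a12 and Fxyd2, to lower bounds.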

Other observations

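The tests on the library number, on the proton pump genes and on cell density and oxygen were chosen after the patterns had been seen. Those on ribosomal proteins, readthrough and shared sequence were set before their results.

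The second principal component followed the library number within both groups. Along that number 1825 of 14024 genes had a trend (limma, adjusted p-value under 0.05), 979 rising and 846 falling. Of 100 orders of the libraries within their groups, 1 gave as many genes, the labelled order itself. The highest other order gave 1063 genes and the median of the others was 0. Among genes chosen after their values were seen, Fgf11 had 7.96, 7.56, 10.1 and 11.8 CPM in control replicates 1 to 4 and 4.83, 8.42, 10.9 and 13.2 CPM in NaCl replicates 5 to 8. Adm rose from 12.8 to 22.3 CPM and from 7.90 to 22.3 CPM between the ends of the groups, and Ccl2 fell from 55.8 to 29.4 CPM and from 109 to 79.4 CPM. All 18 genes of a hypoxia list rose with the number (camera adjusted p = 1.39e-13; fry 0.0107; median slope 0.24 log2 units per library). All 30 mitosis and all 28 DNA replication genes fell.

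Depth and cell density alone were argued against as explanations of this gradient. With every library thinned to the smallest total, the component still fell with the number in both groups and 1746 genes had a trend, of which 1671 were among the 1825 and moved in the same direction. Cell density alone would move 16 YAP target genes, known to be higher in sparse cells, together with mitosis genes, but YAP targets rose (camera adjusted p = 7.32e-06) while mitosis genes fell (7.60e-15). A gradient in oxygen or in medium depletion, for example along the order of a plate or of harvest, may explain the hypoxia list (1.39e-13) and stays a hypothesis. Handling order was not given in the labels. A single drift over libraries 1 to 8 without a NaCl effect on the hypoxia list would put its NaCl values above the controls. Its mean centred log2 CPM was 0.289 in control replicate 4 and -0.692, -0.151, 0.131 and 0.258 in NaCl replicates 5 to 8. The second component went from -11.0 in control replicate 4 back to 19.6 in NaCl replicate 5. These values argue against such a drift for this list and component. A drift offset by an opposite NaCl effect on the same genes cannot be told from a separate gradient in each group. The step of the hypoxia list from control replicate 4 to NaCl replicate 5 (-0.981 log2 units) is also the step from control to NaCl. Whether the hypoxia list differed between the groups stays open. The difference was -0.227 log2 units with 16 of 18 genes lower, and was not past the threshold without a covariate (camera adjusted p = 0.175; fry 0.586; 14 of 35 splits as large). With the library number centred within groups as a covariate it was past camera (adjusted p = 0.0293) and not past fry (0.203). Taken by place within the group, the difference was -0.572, -0.174, -0.132 and -0.0315 log2 units, all of the same sign. It was largest at the first place, that of control replicate 1 and NaCl replicate 5. Of the 1825 genes, 681 were also called between the groups. If the number marked a linear drift over libraries 1 to 8, 3382 genes were called in place of 4789, with 2191 in common. Interferon (19 of 20), ATF4 response (14 of 18) and mitosis genes (30 of 30) fell along the number and were lower with NaCl. The sodium pump set rose along it (10 of 13; camera adjusted p = 0.00626; fry 0.00884) and was higher with NaCl. A drift could account for part of these differences. Immediate early (15 of 19) and ribosomal protein genes (71 of 76) rose along the number but were lower with NaCl. With the drift in the fit the interferon set was still lower (camera adjusted p = 0.0352, range over its alternatives 3.34e-09 to 0.424), while ATF4 was not (0.697, range 0.0108 to 0.697). Mitosis genes were then higher (1.03e-04), and the sodium pump set did not pass (0.804). Both shifts follow from a fit that extends the slope within groups across both groups.

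The mitochondrially encoded genes mt-Co2 and mt-Co3 had between 0 and 47 and between 0 and 317 counts per library, while mt-Co1 had 244822 to 297741 and every other member at least 2237. The mt-Co3 counts were 273, 0, 101 and 183 in control and 0, 317, 2 and 1 in NaCl libraries. Of 15288 genes, mt-Co3 alone went from at most 3 to at least 100 counts within a group. A candidate explanation is that reads were not counted because they match nuclear copies equally well. In GENCODE M21, mt-Co2 shares 99.6% of its transcript with Gm28661 and mt-Co3 99.9% with Gm28437, whereas no other mitochondrially encoded gene of the table exceeds 63.6%. How the authors' counting treated such reads was not stated.

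Cytosolic ribosomal protein genes were lower with NaCl by a median log2 fold change of -0.22. Lists of genes matched on transcript length, GC content and expression had a median of -0.0761 (central 95% from -0.132 to -0.0292), and 0 of 10000 lists were as low. No single library made the difference, since the mean difference was between -0.193 and -0.236 log2 units with a library left out, against an SD of 0.0536 in control. The 15 genes with under 10% shared sequence had a median of -0.184, and 14 of them were lower. Their share was taken of the longest annotated transcript, which has 5179 bases for Rps15a. A long form can make the share small, so reads shared with pseudogenes were not excluded as a cause. The ribosomal protein genes rose with the library number within groups (71 of 76), against the direction of the difference between the groups. A fit with a linear drift over libraries 1 to 8 extends that rise across both groups. In it the set was lower (camera adjusted p = 1.16e-24, within a range from 1.16e-24 to 0.424 over the alternatives). The highest of these came with an estimated correlation, so a shift shared by the set between cultures stays open beside a response to NaCl.

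Hyperosmotic stress can cause transcription to run past gene ends into neighbouring genes, and this was looked for. Genes with a mean log2 CPM under 1 that lie within 10 kb behind the end of a gene with a log2 CPM of at least 5, on the same strand, had a median log2 fold change of 0.11 (199 genes). Those in front of the start of such a gene had 0.16 (268 genes). The difference was against the readthrough hypothesis and within chance (two-sided permutation test p = 0.245; adjusted over 3 comparisons 0.368). Against the 268 genes in front of a start, genes behind the end on the opposite strand had a lower median, 0.01 (140 genes; permutation p = 0.0185, adjusted 0.0556). Genes behind the end on the same strand did not differ from the 1215 low genes without such a neighbour (median 0.08; permutation p = 0.649). The same and the opposite strand were not compared with each other. The table holds counts on annotated genes, so readthrough into sequence between genes was not analysed here.

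Atp6v0a4 and Atp6v0d2, proton pump subunits typical of acid-secreting intercalated cells, were chosen after their values were seen. Atp6v0a4 fell from 172 ± 15.1 to 71.5 ± 7.48 CPM (SD, n = 4 each; log2 fold change -1.27; edgeR adjusted p = 1.43e-06). Atp6v0d2 fell from 1.84 ± 0.3199 to 0.326 ± 0.112 CPM (log2 fold change -2.48; adjusted p = 7.08e-06). A fall of the whole pump is argued against, since 16 shared subunits had a median log2 fold change of -0.023 (camera in limma, adjusted p = 0.992 over both lists), with Atp6v1b2 called lower (-0.33) and Atp6v1f called higher (0.11). Whether intercalated cell genes fell in general cannot be told apart, because only 3 of the remaining 15 listed genes were expressed enough to test (camera adjusted p = 0.992). Car2 was called higher (log2 fold change 0.79; edgeR adjusted p = 4.17e-07), Slc4a9 was called lower (-1.96; 2.2e-04), and Hmx2 was not called.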
